A study of Arabidopsis thaliana with 24 samples.

How the data were processed

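Nuclei were sorted from pollen (sperm) or from seedlings of the same growth regime, 16 h light and 8 h dark, per the labels. Between 1 and 5 ng of DNA went into each library, made with the Pico Methyl-Seq kit, per the labels' protocols. The labels also list the molecule as RNA, which the protocol contradicts, and the samples were treated as DNA. The aligner, the caller, the genome build, any trimming and any correction for incomplete conversion are not stated in the labels or headers.

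The deposited table lists 69289 features: 32961 nuclear genes, 941 pseudogenes, 31189 transposable elements, 3901 transposable element genes, 134 chloroplast and 162 mitochondrial features and a reporter sequence called mCherry. Its values are whole numbers of methylated and of total cytosine calls per feature, context, genotype and cell type, per the file headers. A read that covers several cytosines adds a call for each, so calls are not reads. The 48 columns of calls were used, and 0 columns belonged to an unmapped sample. The table also deposits levels, which equal methylated over total calls to rounding, and levels were computed from the calls. Columns named for the wild type were read as wt21, the only wild-type label. Whether replicates and sequencing runs were summed to give a column is not stated. Of the transposable elements, 36.6% overlap a gene, pseudogene or transposable element gene, and calls there are counted in each of these features. Of the 68992 nuclear features, 37803 have a locus tag in the annotation of the reference TAIR10.1, and 37799 of those have the same start and end there. Nuclear coordinates can therefore be read on that assembly.

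The level of a feature was its methylated calls divided by its total calls. Mean levels were taken without weights over the features with at least 1 call in each pool compared, and their differences were given in percentage points. The 95% half-widths come from the binomial variance of each feature, with 1 call added to its methylated and 1 to its unmethylated calls. Levels of a single gene or of organelle features were taken over calls with Wilson 95% intervals. Features were counted as changed when their level differed by at least 10 points and each pool had at least 10 calls. Numbers expected from counting noise came from 20 simulations in which every pool of a comparison was drawn at the shared level of each feature and at its own depth (seed 1). These intervals and simulations cover counting error only.

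Before the data were examined, a quasi-binomial model across the 2 replicates per group had been planned for each feature, with Benjamini-Hochberg adjustment. Means and standard deviations over replicates and an exact permutation test had been planned for mean levels. The table has 1 value per group, so none of these replicate tests could be used. The plan for this case was followed, with no test and each difference described. The rule for naming features asked for an adjusted p-value, for every replicate on the same side of wt21 and for a difference of at least 10 points. It named none. AGO5, AGO9, FWA and SDC were to be reported whatever their values. Any other feature named was chosen after its values were seen. Families of transposable elements were not analysed here, because the table does not name them.

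The alternatives were the median in place of the mean, weighting by depth, all features with a call in a pool, features with a mean level of at least 5%, nuclear features alone, minimums of 5 and 20 calls, and centring each pool on its median on a logit scale with an offset of 0.01. Fisher's exact test on the calls of 2 pools, with an adjusted p-value threshold of 0.05, was added after the data were seen.

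The scripts were tested on simulated data drawn from the depths of 14971 transposable elements, of which 200 were changed by 30 points. These 200 were taken from elements with intermediate levels and at least 30 calls in every sperm pool. At least 10 points in the right direction were found for 199 of these 200, and Fisher's exact test found 170. That test also called 2 of 14771 unchanged elements. The median transposable element had 11 CHG calls in the ago5 sperm pool, so these rates of detection do not apply to elements with fewer calls. A true mean difference of -2.38 points was recovered as -2.33 ± 0.139 points, and 95 of 100 intervals of unchanged pairs held 0. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.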

Results

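DNA methylation was measured by bisulfite sequencing in sorted nuclei of the thale cress Arabidopsis thaliana, accession Col-0. Bisulfite converts unmethylated cytosines, so a cytosine still read as cytosine is called methylated. The labels list 24 sequenced samples in 8 groups, made up of 4 genotypes in 2 cell types. The genotypes were named wt21, ago5, ago9 and ago59. ARGONAUTE (AGO) proteins bind small RNAs, and some plant members direct DNA methylation to sequences that match these RNAs. The label ago59 joins the names of the ago5 and ago9 mutants, and the labels do not spell out its alleles. Sperm nuclei came from pollen of plants 35 days after germination, with 50000 nuclei sorted per replicate. Stem-cell nuclei of the shoot apical meristem came from seedlings 7 days after germination and were sorted for the red fluorescent protein mCherry, with 3000 to 4000 nuclei per replicate. Each group had 2 replicates in the labels. Of the 16 stem-cell samples, 8 were a second sequencing run of the others.

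The deposited table held 1 column per group for each cytosine context, so each group is a single pool here. The contexts were CG, CHG and CHH, where H stands for A, C or T. No replicate values were available to these comparisons, and none of the differences could be set against the spread between replicates. Values after ± are half-widths of 95% intervals for counting error only. Calls on the same read are not independent, and variation between plants and libraries is not covered. No p-value is given for any mean.

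Stem-cell pools held between 233474571 calls in ago9 and 303354876 calls in wt21 over all features and contexts. Sperm pools held between 204779091 calls in ago59 and 228311583 calls in ago9. This corresponded to 5.50 to 8.11 calls per cytosine of nuclear features in stem-cell pools and 4.97 to 6.63 in sperm pools. The median transposable element had 21 CG calls in the wt21 stem-cell pool and 17 in the wt21 sperm pool. It had 12 CG calls and 11 CHG calls in the ago5 sperm pool, the lowest medians for these contexts among the 8 pools. Chloroplast features took 4.40% of CHH calls in the wt21 stem-cell pool and 0.0150% in the wt21 sperm pool.

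The first question was how the levels of the cell types differed without a mutation. Over all features with a call in every pool, the mean CG level of wt21 was 6.58 ± 0.0701 percentage points higher in sperm than in stem-cell nuclei. The mean CHG level was 2.22 ± 0.0801 points higher, and the mean CHH level differed by -0.495 ± 0.0318 points. Taking only features with a mean level of at least 5% moved these differences most, to 10.5, 5.21 and -2.42 points, and the median over features turned the CHH difference to 0.618 points. Among 23182 transposable elements CG was 10.4 ± 0.176 points higher in sperm, from a stem-cell level of 51.7%. Their CHG level was 3.07 ± 0.202 points higher and their CHH level differed by -1.17 ± 0.0720 points. The size of this CHH difference depended on weighting and length. Over calls, CHH of transposable elements was 3.63% in sperm and 6.99% in stem-cell nuclei. Among elements with at least 10 CHH calls, it differed least at 501 to 1000 bp, by -0.261 ± 0.0731 points. It differed most in elements longer than 4000 bp, by -4.14 ± 0.0360 points. In transposable element genes, CHH in sperm differed by -3.68 ± 0.0464 points from 6.88% in stem-cell nuclei. In genes, by contrast, CHH was 0.471 ± 0.00950 points higher in sperm, from 0.789%. CHH levels of chloroplast features were 0.303% in the wt21 stem-cell pool and 1.37% in the wt21 sperm pool. Cell type was confounded with tissue, age, sorting and number of nuclei, so these values describe the preparations.

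Of 14835 transposable elements with at least 10 CG calls in all pools, 7644 were at least 10 points higher in wt21 sperm than in wt21 stem-cell nuclei, and 197 were lower. Simulated unchanged pools of the same depth gave a mean of 608 higher and 600 lower. After each pool was centred on its median, 661 were higher and 2241 lower. Centring subtracts the shift of the median, so it describes departures from that shift and does not bear on the direction of the uncentred split. In CHG 2739 transposable elements were higher and 1098 lower, and after centring 1516 were higher and 1616 lower. In CHH 1410 were higher and 1908 lower, and after centring 2334 were higher and 977 lower. Among 32010 genes, 2457 were higher in CG and 28 lower, and after centring 953 were higher and 1006 lower.

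The main question of the series was how the mutants differed from wt21 in each cell type. Over all features in stem-cell nuclei, the mean CG level was 32.5% in wt21, and ago5, ago9 and ago59 differed from it by -0.160 ± 0.0788, -0.160 ± 0.0838 and -0.228 ± 0.0798 points. The CHG level was 14.5% in wt21, and the differences were -0.366 ± 0.0857, -0.0537 ± 0.0910 and -0.608 ± 0.0871 points in the same order. The CHH level was 3.72%, and the differences were -0.0402 ± 0.0351, 0.0294 ± 0.0382 and -0.0717 ± 0.0361 points. The CHG and CHH differences of ago9 lay within the counting interval of 0. Weighting by depth took the ago9 differences to -0.842 points in CG, -0.467 points in CHG and -0.0513 points in CHH. Here and below, such weighting also lets the share of calls in each class of features move a difference over all features. The median over features gave 0 points for ago5 in CG and in CHG, -0.0162 points for ago9 in CHH and 0.0309 points for ago59 in CG.

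In sperm nuclei, the mean levels over all features in wt21 were 38.9% in CG, 16.6% in CHG and 3.21% in CHH. CHG differed from wt21 by -1.31 ± 0.101 points in ago5, by -0.368 ± 0.0918 points in ago9 and by -1.59 ± 0.0932 points in ago59. CHH differed by -0.327 ± 0.0424, -0.121 ± 0.0361 and -0.384 ± 0.0366 points in the same order. CG differed by -0.317 ± 0.0870 points in ago5. The CG differences of ago9, -0.0570 ± 0.0774 points, and of ago59, 0.0411 ± 0.0787 points, were not detectable at this depth. Weighting by depth took the latter to -0.489 points, and the median took it to 0.219 points. CHH of genes in sperm differed by -0.0816, -0.0617 and -0.151 points in ago5, ago9 and ago59. Chloroplast CHH was 1.37% in wt21, 1.34% in ago5, 4.56% in ago9 and 1.06% in ago59. A difference in conversion may thus contribute to the lower CHH of ago59, here and in transposable elements, and was not separated from it.

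Transposable elements showed the same order of pools. In sperm, their mean CHG level was 28.8% in wt21, 28.0% in ago9, 26.4% in ago5 and 25.9% in ago59. The differences from wt21 were -0.738 ± 0.227 points in ago9, -2.39 ± 0.250 points in ago5 and -2.89 ± 0.230 points in ago59. Over these 24033 elements the differences were -2.56%, -8.29% and -10.1% of the wt21 level. The median over elements gave 0 points for ago9, -5.0 points for ago5 and -3.95 points for ago59. In stem-cell nuclei the mean CHG level was 26.0% in wt21, 25.9% in ago9, 25.3% in ago5 and 24.9% in ago59. The differences of ago5 and ago59 were -0.613 ± 0.212 and -1.05 ± 0.215 points. That of ago9, -0.0878 ± 0.225 points, was not detectable in the unweighted mean. Over calls ago9 had 42.12% (Wilson 95% interval 42.07 to 42.17%) against 42.74% (42.70 to 42.78%) in wt21, and the median gave -1.29 points. CHH of transposable elements in sperm was 5.45% in wt21 and differed by -0.605 ± 0.0955 points in ago5, -0.215 ± 0.0811 in ago9 and -0.657 ± 0.0821 in ago59. In stem-cell nuclei the CHH level was 6.61% in wt21, and ago5, ago9 and ago59 differed by -0.0789 ± 0.0787, 0.0429 ± 0.0856 and -0.102 ± 0.0810 points. The median turned the ago9 value to -0.429 points. CG of transposable elements in sperm was 61.9% in wt21 and differed by -0.532 ± 0.216 points in ago5, -0.184 ± 0.192 points in ago9 and 0.0201 ± 0.195 points in ago59. The median turned the ago5 value to 0.139 points and the ago59 value to -0.317 points. In stem-cell nuclei the CG difference was -0.363 ± 0.197 points in ago59, and those of ago5, -0.183 ± 0.195, and ago9, -0.204 ± 0.207, lay within the counting interval of 0.

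**Figure D1:**
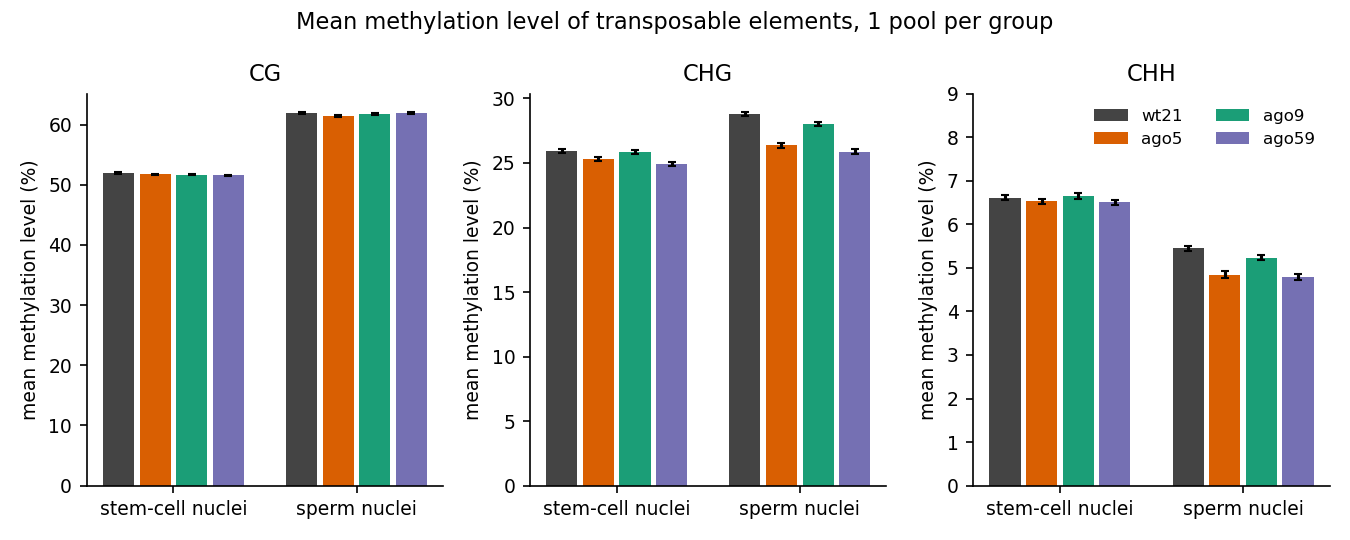
Mean methylation level in percent (vertical axes, from 0) of transposable elements in CG, CHG and CHH, for the stem-cell and sperm pools of wt21, ago5, ago9 and ago59. Each bar is 1 pool and the error bars are 95% counting intervals; in sperm the CHG bars fall from 28.8% in wt21 to 25.9% in ago59, while the CG bar farthest from wt21, that of ago5, differs by -0.532 points.

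The CHG differences of ago5 and ago59 in sperm were larger in points in long elements than in short ones, and the wt21 level was higher in long elements as well. As a share of the wt21 level the difference was about equal for ago5 and smaller in long elements for ago59. Among elements of up to 500 bp with at least 10 CHG calls in each sperm pool, the wt21 level was 25.4%, and ago5 differed from wt21 by -1.86 ± 0.247 points and ago59 by -2.51 ± 0.244 points. Among the 1204 elements longer than 4000 bp, the wt21 level was 52.9% and the differences were -3.88 ± 0.149 and -4.47 ± 0.145 points. For ago9 they were -0.802 ± 0.239 and -0.743 ± 0.142 points in these classes. The CG level of the longest elements was 91.9% in wt21 and differed by -0.0641 ± 0.0714 points in ago5 and -0.0810 ± 0.0707 points in ago59. In ago5 CG differed more in elements of middle length, by -0.522 ± 0.238 points at 501 to 1000 bp, -1.09 ± 0.237 points at 1001 to 2000 bp and -1.05 ± 0.233 points at 2001 to 4000 bp. Transposable element genes had CHG differences of -3.68 ± 0.182 points in ago5, -0.801 ± 0.172 points in ago9 and -4.41 ± 0.180 points in ago59, from a sperm level of 50.4%. Genes differed by -0.235 ± 0.0396, -0.0590 ± 0.0374 and -0.316 ± 0.0387 points, from 3.55%.

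**Figure D2:**
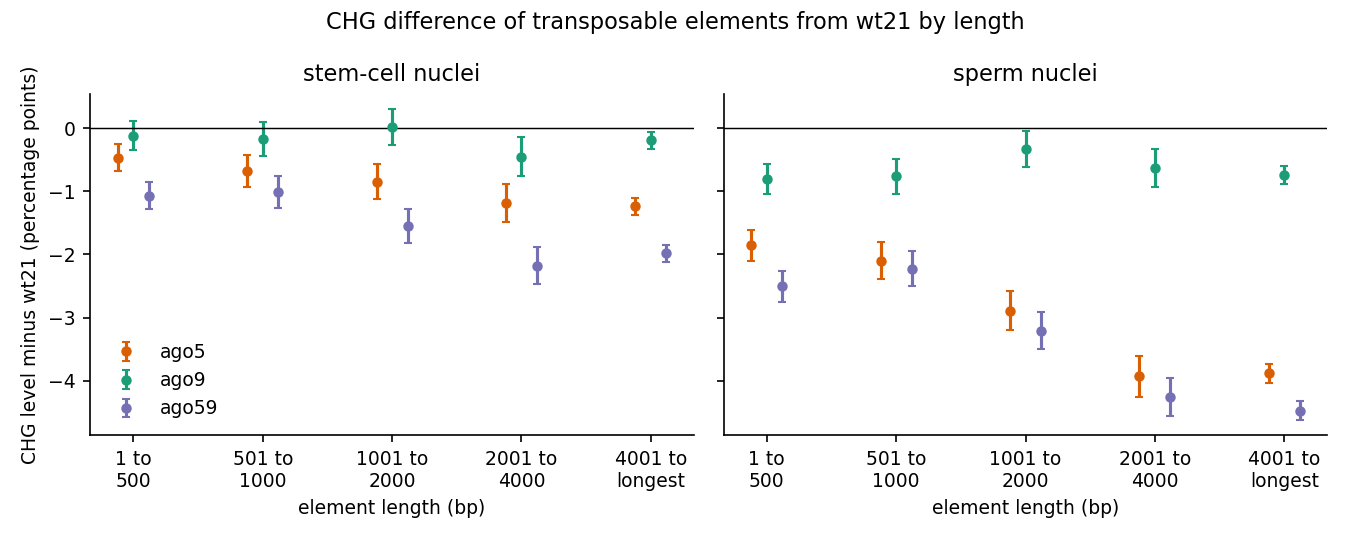
Difference in mean CHG level from wt21 in percentage points (vertical axes) against the length class of transposable elements in bp (horizontal axes), for ago5, ago9 and ago59 in stem-cell and sperm nuclei. Points are 1 pool against 1 pool and bars are 95% counting intervals; the ago59 sperm point lies at -2.51 points in the shortest class and at -4.47 points in the longest.

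Differences per element were compared with those that counting noise alone gives, with each call drawn independently. Of 14971 transposable elements with at least 10 CHG calls in every sperm pool, 2163 were at least 10 points lower in ago5 than in wt21 and 981 were higher. Simulated unchanged pools gave 1189 lower and 1181 higher. For ago59, 2239 were lower and 826 higher, against 1132 and 1142 in the simulation. For ago9, 1461 were lower and 1133 higher, against 1107 and 1097. After centring, 1459 elements were lower and 1401 higher in ago5, and 1381 were lower and 1318 higher in ago59. In ago9 the majority changed side, with 1229 lower and 1359 higher. With Fisher's exact test on the calls of the 2 pools as a further condition, 179 were lower and 14 higher in ago5, 225 and 15 in ago59, and 12 and 4 in ago9. That test compares 2 pools and not 2 genotypes, since it has no replicates, and the condition was chosen after seeing the data. In stem-cell nuclei the CHG counts were 1757 lower and 1413 higher in ago5, 1758 and 1711 in ago9, and 1960 and 1282 in ago59. Centring changed the ago59 counts to 1502 lower and 1665 higher, and the ago9 counts to 1575 lower and 1887 higher.

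In CHH, between 2045 and 2800 transposable elements differed by at least 10 points in any mutant comparison, against 531 to 659 in simulated unchanged pools. The simulation drew each call independently, whereas calls on the same read are not independent. The simulated numbers can thus be too low, and this excess does not show how many elements changed. Higher and lower elements were both common in stem-cell nuclei, with 1458 higher and 1342 lower in ago9. In sperm, 1383 were lower and 955 higher in ago5, and 1327 were lower and 868 higher in ago59. In CG, between 1388 and 3536 transposable elements differed by that much, against 933 to 2221 in the simulation.

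**Figure D3:**
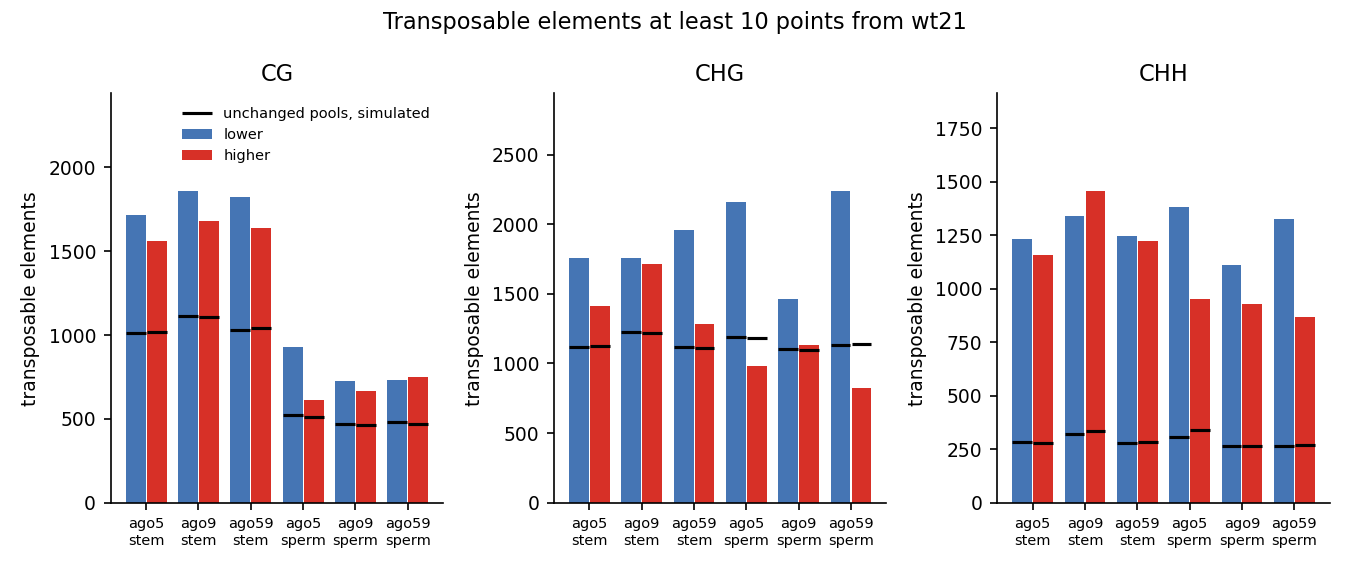
Number of transposable elements (vertical axes, from 0) at least 10 percentage points lower (blue) or higher (red) than wt21 in CG, CHG and CHH, for each mutant and cell type (horizontal axes). Black lines mark the mean number in 20 simulations of unchanged pools; in CHG of ago59 sperm, 2239 elements were lower and 826 higher, against 1132 and 1142 in the simulations.

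Genes were counted in the same way. In stem-cell nuclei 592 genes differed by at least 10 CG points in ago5, 732 in ago9 and 691 in ago59, against 189 to 215 in simulated unchanged pools. In sperm the numbers were 547, 614 and 643, against 124.5 to 132.65. Lower genes made up 47.9% of these in ago59 sperm and 56.7% in ago5 sperm, the lowest and highest share among the 6 comparisons. In CHG of sperm nuclei 288 genes were lower and 117 higher in ago5, 197 and 148 in ago9, and 329 and 149 in ago59, against 261 to 280 in both directions together in the simulation.

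The next question was whether a mutant differed from wt21 by another amount in sperm than in stem-cell nuclei. Over 23160 transposable elements with calls in all 8 pools, the CHG difference in sperm minus that in stem-cell nuclei was -1.78 ± 0.308 points in ago5, -0.742 ± 0.2998 in ago9 and -1.81 ± 0.295 in ago59. In CHH these values were -0.511 ± 0.113, -0.239 ± 0.108 and -0.534 ± 0.106 points. The median over elements turned the ago9 CHH value to 0.272 points and took the ago59 values to -1.02 points in CHG and -0.0367 points in CHH. In CG only ago5 and ago59 exceeded the counting interval, at -0.339 ± 0.272 and 0.419 ± 0.259 points, and the median turned the ago5 value to 0.385 points. Over calls, CHG of transposable elements was 42.12% in ago9 and 42.74% in wt21 stem-cell nuclei, and 46.45% and 47.03% in sperm. The larger ago9 difference in sperm was thus seen without weights and not over calls. Levels of ago5 and ago59 were 41.62% and 40.73%, and 43.80% and 42.77%, so they stayed further from wt21 in sperm. Weighting by depth over all features turned the ago9 CHG value from -0.341 to 0.217 and the ago59 CG value from 0.277 to -0.279 points.

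The ago59 difference was also set against the sum of the ago5 and ago9 differences. In transposable elements of sperm nuclei it departed from the sum by 0.231 ± 0.342 points in CHG, which was not detectable, and by 0.164 ± 0.127 points in CHH. In CG it was 0.736 ± 0.293 points above the sum. The median turned the CG departure to -0.139 points and took the CHG departure to 1.05 points, so neither was stable. In stem-cell nuclei the departure was -0.350 ± 0.314 points in CHG, and the CG and CHH values of 0.0245 ± 0.289 and -0.0660 ± 0.119 points were not detectable. The median took the CG departure in stem-cell nuclei to 0.414 points and turned the CHH departure to 0.291 points.

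Similarity between mutants was measured as the Pearson correlation of the differences from wt21 across nuclear features with at least 10 calls. Features are not independent replicates, and comparisons against the same wt21 pool correlate without any effect. In sperm CHG the correlation of ago5 and ago59 was 0.507, against 0.460 in simulated unchanged pools. Over features with a mean level of at least 5% it was 0.460, and no simulation was made for these features alone. For ago9 with ago59 it was 0.475, against 0.482, and for ago5 with ago9 it was 0.468, against 0.468. In sperm CG the highest correlation was that of ago9 with ago59, 0.540 against 0.486. That of ago5 with ago9 was lower than simulated, 0.436 against 0.472, and that of ago5 with ago59 was 0.461 against 0.461. In sperm CHH ago5 with ago9 gave 0.465 against 0.450, and ago5 with ago59 gave 0.465 against 0.438. There ago9 with ago59 gave 0.505 against 0.479. In stem-cell nuclei the 9 correlations lay between 0.436 and 0.481, and the simulated ones between 0.449 and 0.475. Spearman correlations were lower in 17 of 18 cases and reached 0.511 for ago5 and ago59 in sperm CHG.

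No feature was named by the rule set before the data were examined, since that rule needs an adjusted p-value across replicates. The 4 genes fixed beforehand were read in every pool, over the whole annotated gene with its exons, introns and untranslated regions. Promoter sequence outside the annotated gene was not included, so these levels do not describe methylation there. Their coordinates are those of the table, which are the same in the reference assembly TAIR10.1. AGO5 (AT2G27880, chromosome 2, 11871378 to 11876989, plus strand) had a CHG level in stem-cell nuclei of 0.163% in wt21 (Wilson 95% interval 0.0747 to 0.355%, 3683 calls). It was 1.02% in ago5 (0.742 to 1.40%, 3624 calls), 0.286% in ago9 (0.151 to 0.544%) and 0.808% in ago59 (0.552 to 1.18%). In sperm the CHG level of AGO5 was 0.799% in wt21, 2.29% in ago5 (1.82 to 2.89%, 3054 calls), 0.913% in ago9 and 1.24% in ago59. The sperm intervals of ago59, 0.902 to 1.69%, and wt21, 0.542 to 1.18%, overlapped. CG of AGO5 in stem-cell nuclei was 2.31% in wt21, 0.946% in ago5, 2.61% in ago9 and 0.936% in ago59. In sperm it was 2.37%, 4.14%, 2.00% and 3.86% in the same order.

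AGO9 (AT5G21150, chromosome 5, 7192239 to 7198381, plus strand) had a CHG level in stem-cell nuclei of 0.281% in wt21, 0.127% in ago5, 0.835% in ago9 and 0.591% in ago59. The intervals of wt21, 0.161 to 0.491%, and ago9, 0.578 to 1.20%, were separate, and that of ago59, 0.391 to 0.894%, overlapped wt21. In sperm the level was 0.613% in wt21, 0.789% in ago5, 1.502% in ago9 (1.16 to 1.95%, 3728 calls) and 1.14% in ago59. FWA (AT4G25530, chromosome 4, 13038360 to 13042464, plus strand) had a CG level in sperm of 21.8% in wt21 (19.4 to 24.4%, 1050 calls), 21.1% in ago5, 18.1% in ago9 and 22.2% in ago59. In stem-cell nuclei it was 14.3% in wt21, 15.3% in ago5, 12.6% in ago9 and 11.9% in ago59. The CG intervals of the 4 pools overlapped within each cell type. The CHG level of FWA in stem-cell nuclei was 1.93% in wt21 (1.47 to 2.53%) and 0.879% in ago9 (0.550 to 1.40%), with separate intervals. In sperm the order was the opposite, with 1.12% in wt21 (0.718 to 1.74%) and 1.68% in ago9 (1.18 to 2.39%), and the intervals overlapped. SDC (AT2G17690, chromosome 2, 7682162 to 7684083, plus strand) had a CG level in stem-cell nuclei of 9.81% in wt21 (8.22 to 11.7%, 1152 calls) and 2.65% in ago9 (1.83 to 3.83%, 1018 calls). It was 9.01% in ago5 and 7.71% in ago59. In sperm the CG level of SDC was 8.94% in wt21 (7.43 to 10.7%) and 7.16% in ago9 (5.85 to 8.73%), with overlapping intervals. The CHG level of SDC in stem-cell nuclei was 6.00% in wt21, 2.68% in ago5, 2.25% in ago9 and 2.54% in ago59, and in sperm it was 5.50%, 2.70%, 3.43% and 2.74% in the same order. In sperm its CHH level was 2.97% in wt21, 0.694% in ago5 (0.463 to 1.04%, 3313 calls), 3.01% in ago9 and 2.51% in ago59. In stem-cell nuclei the CHH level of SDC was 1.34% in wt21 (1.03 to 1.73%) and 0.896% in ago5 (0.658 to 1.22%). It was 1.20% in ago9 and 0.630% in ago59 (0.424 to 0.936%). There the ago5 interval overlapped that of wt21, and the ago59 interval was separate from it.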

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

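The tests in this part were chosen after the values had been seen. Organelle features are outside the comparisons of nuclear classes and showed a signal in the ago9 sperm pool above that of wt21. Chloroplast levels in ago9 sperm were 3.34% in CG, 3.72% in CHG and 4.56% in CHH, against 1.14%, 1.26% and 1.37% in wt21 sperm. The CHH level of mitochondrial features in ago9 sperm was 4.39%, against 2.32% in wt21. Only levels at least 1 point above wt21 with separate Wilson intervals were listed, and the chloroplast levels of ago5 and ago59 sperm stayed below wt21. Levels of organelle features also differed downwards in sperm, so differences from wt21 at these features were not confined to ago9. Mitochondrial CHG was 49.1% in wt21, 45.0% in ago5 and 43.2% in ago59. Mitochondrial CG was 92.4% in wt21, 90.6% in ago9 and 90.2% in ago59, with Wilson intervals separate from wt21 in both contexts. Mitochondrial CG and CHG calls in sperm may come from a nuclear copy, as described below, so these lower values need not concern organelle DNA. Incomplete conversion of the whole ago9 library is argued against by the CHH level of genes, which differed from wt21 sperm by -0.0617 points. Nuclear copies of chloroplast DNA are argued against by the order of contexts, since the CG minus CHH level was -1.22 points. A few fragments that escaped conversion may be a source. The 8 chloroplast features with the most methylated CHH calls held 61.7% of these calls in ago9 sperm, 53.7% in wt21, 41.8% in ago5 and 41.9% in ago59 sperm. The other pools had only 249 to 341 such calls against 1343 in ago9, and their shares differed among themselves, so concentrated and spread signals cannot be told apart. Conversion that failed for organelle DNA alone, and the ago9 mutation itself, stay open as untested.

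The second listed result is a difference whose sign was opposite in the cell types. The mean CG level of genes in ago59 differed from wt21 by -0.0472 ± 0.0337 points in stem-cell nuclei and by 0.0657 ± 0.0347 points in sperm nuclei, so the sperm value was 0.113 points higher over the genes with calls in all pools. Of 45 pairs of differences looked at in this way, over all features and 4 classes, 1 had opposite signs with both counting intervals off 0. The opposite signs were seen in unweighted means. Over calls, the CG level of genes was 14.422% in ago59 and 14.428% in wt21 stem-cell nuclei, and 16.348% and 16.349% in sperm, with overlapping Wilson intervals. The difference between the cell types was not tested, since there is 1 pool per group. Depth, sorting, number of nuclei, tissue and age differ between the cell types and are confounded with it. No biological explanation was tested.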

How the results depend on the processing

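The settings compared here were chosen before the data were examined, except Fisher's exact test on the calls of 2 pools, which was chosen after seeing the data. A difference counted as moved when it left the 95% counting interval of the main value, and a count when it changed by more than 1.5 times. The cause was not tested for any of the changes below, unless a cause is given. No paired analysis was possible because the columns carry no replicate numbers. For the same reason fits without each replicate, with the replicate number as a block, with the first sequencing run only, with 2 groups or with all libraries in 1 model were not run. Other logit offsets, a fit on the untransformed level and counts with no minimum difference were not run either, since no test was made. Leaving out the organelle features moved 0 of 36 differences over all features.

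With the median over features in place of the mean, 32 of 36 differences over all features moved and 6 changed sign or became 0. In ago5 stem-cell nuclei they became 0 points in CG, 0 in CHG and -0.00193 in CHH. In ago9 stem-cell nuclei they became -0.347 points in CG and -0.0162 in CHH. In ago59 stem-cell nuclei they became 0.0309 points in CG, -0.0254 in CHG and -0.0212 in CHH. In ago5 sperm nuclei they became -0.811 points in CG, -0.137 in CHG and -0.113 in CHH. In ago9 sperm nuclei they became -0.0742 points in CHG and -0.0627 in CHH. In ago59 sperm nuclei they became 0.219 points in CG, -0.159 in CHG and -0.16 in CHH. The differences between sperm and stem-cell nuclei of wt21 became 4.13 points in CG, 0.684 in CHG and 0.618 in CHH. Over transposable elements 30 of 36 moved and 8 changed sign or became 0. For ago5 stem-cell nuclei the medians changed to -0.414 points in CG, -0.949 in CHG and -0.256 in CHH. For ago9 stem-cell nuclei the medians changed to -0.84 points in CG, -1.29 in CHG and -0.429 in CHH. For ago59 stem-cell nuclei the medians changed to -0.84 points in CG, -2.58 in CHG and -0.393 in CHH. For ago5 sperm nuclei the medians changed to 0.139 points in CG, -5.0 in CHG and -0.468 in CHH. For ago9 sperm nuclei the medians changed to 0 points in CHG and -0.129 in CHH. For ago59 sperm nuclei the medians changed to -0.317 points in CG, -3.95 in CHG and -0.412 in CHH. The differences between sperm and stem-cell nuclei of wt21 changed to 22.3 points in CG and -1.72 in CHH. For the difference in sperm minus that in stem-cell nuclei, the median over transposable elements gave 0.385 points in CG, -3.69 in CHG and -0.221 in CHH for ago5. It gave 0.424 points in CG and 0.272 in CHH for ago9, and -1.02 points in CHG and -0.0367 in CHH for ago59. For ago59 against the sum of ago5 and ago9 in sperm, it gave -0.139 points in CG and 1.05 in CHG, and in stem-cell nuclei 0.414 points in CG and 0.291 in CHH. The median of CHG levels that take few values at 10 to 20 calls moves in steps, which is part of this method's construction.

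With every call given equal weight, so that deep and long features counted more, 29 of 36 differences over all features moved and 6 changed sign. In ago5 stem-cell nuclei they were -0.262 points in CG and -0.245 in CHG. In ago9 stem-cell nuclei they were -0.842 points in CG, -0.467 in CHG and -0.0513 in CHH. In ago59 stem-cell nuclei the difference was -0.336 points in CHG. In ago5 sperm nuclei they were -1.33 points in CG, -1.17 in CHG and -0.152 in CHH. In ago9 sperm nuclei they were -0.249 points in CHG and -0.0558 in CHH. In ago59 sperm nuclei they were -0.489 points in CG, -1.17 in CHG and -0.185 in CHH. The differences between sperm and stem-cell nuclei of wt21 were 5.19 points in CG, 1.75 in CHG and -0.332 in CHH. For sperm minus stem-cell nuclei, the ago9 value turned to 0.217 points in CHG and the ago59 value to -0.279 points in CG. Against the sum of ago5 and ago9 in stem-cell nuclei, ago59 turned to 0.375 points in CHG and 0.0184 in CHH. Part of the CG value of ago5 in sperm came from the mix of features read. Over calls, CG in ago5 and wt21 was 15.87% and 16.35% in genes, 81.69% and 82.28% in transposable elements and 31.93% and 34.78% in pseudogenes. Transposable elements held 3556113 of 32833239 CG calls in ago5 and 3909953 of 33447393 in wt21. How much the mix moved the other values was not computed.

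Among features with a mean level of at least 5%, 28 of 36 differences moved and 0 changed sign. In ago5 stem-cell nuclei they reached -0.276 points in CG, -1.04 in CHG and -0.094 in CHH. In ago9 stem-cell nuclei they reached -0.258 points in CG and 0.22 in CHH. In ago59 stem-cell nuclei they reached -0.383 points in CG and -1.67 in CHG. In ago5 sperm nuclei they reached -0.463 points in CG, -3.46 in CHG and -1.45 in CHH. In ago9 sperm nuclei they reached -0.905 points in CHG and -0.496 in CHH. In ago59 sperm nuclei they reached -4.2 points in CHG and -1.68 in CHH. The differences between sperm and stem-cell nuclei of wt21 reached 10.5 points in CG, 5.21 in CHG and -2.42 in CHH. Leaving out features near 0 enlarges a mean by construction.

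With every feature that had a call in that pool, 6 of 36 differences over all features moved and 1 changed sign. In ago9 stem-cell nuclei the difference stood at -0.265 points in CG. In ago5 sperm nuclei they stood at -0.615 points in CG and -1.46 in CHG. The difference between sperm and stem-cell nuclei of wt21 stood at 2.14 points in CHG. Over transposable elements 2 of 36 moved, among them ago5 in sperm, -0.753 points in CG.

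With Fisher's exact test as a further condition, 23 of 28 counts of changed features moved. In stem-cell nuclei of ago5, ago9 and ago59, 275, 379 and 342 genes were left in CG. For transposable elements there, 190, 302 and 308 were left in CG, 69, 80 and 152 in CHG, and 1250, 1412 and 1353 in CHH. In sperm nuclei 351 genes were left in CG for ago5. For transposable elements in sperm of ago5, ago9 and ago59, 127, 159 and 178 were left in CG, 193, 16 and 240 in CHG, and 988, 906 and 1053 in CHH. Between sperm and stem-cell nuclei of wt21, 1147 transposable elements were left in CHG. A further condition can only lower a count. Depth limits this test, since the median transposable element had 11 to 18 CHG calls in a pool.

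With at least 20 calls, 23 of 43 counts moved, and fewer features were examined by construction. For ago5, ago9 and ago59 in stem-cell nuclei, 1883, 2080 and 2002 transposable elements remained in CG and 1827, 2019 and 1854 in CHG. In sperm nuclei 793, 707 and 764 remained in CG and 1752, 1327 and 1778 in CHG. Between sperm and stem-cell nuclei of wt21, 2489 remained in CHG. With at least 5 calls, 10 of 43 counts moved. In sperm nuclei of ago5, ago9 and ago59 they rose to 2526, 2309 and 2418 transposable elements in CG and to 4850, 4189 and 4713 in CHG, where counting noise is larger. Asking for a mean level of at least 5% moved 0 of 43 counts.

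Centring each pool on its median moved 1 of 43 counts, that of transposable elements in CG between sperm and stem-cell nuclei of wt21, to 2902. It also shifted the share of lower features by more than 10 points in the comparisons that follow. In CHG of transposable elements the share went from 60.5% to 47.4% in ago59 stem-cell nuclei, from 68.8% to 51.0% in ago5 sperm and from 73.1% to 51.2% in ago59 sperm. Between sperm and stem-cell nuclei of wt21 it went from 1.13% to 51.4% for genes in CG. For transposable elements it went there from 2.51% to 77.2% in CG, from 28.6% to 51.6% in CHG and from 57.5% to 29.5% in CHH. Centring subtracts the shift of each pool's median by construction, so these values do not show whether many elements shifted or a subset did.

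Spearman correlations in place of Pearson correlations were lower for 17 of 18 similarities between mutants. Taking only features with a mean level of at least 5% changed that of ago5 and ago59 in sperm CHG most, from 0.507 to 0.460. Unchanged pools were not simulated for these features. No similarity changed sign.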

Other observations

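The tests in this part were chosen after the result was seen, except those of even coverage, sequence variants, shared 31-base words, chance among genes and deletion of a feature.

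Transposable elements had lower CHG levels in the ago5 and ago59 sperm pools, a pattern that would need replicates to be firm. More complete bisulfite conversion in the mutants is argued against by the CHH level of genes, which differed by -0.151 points in ago59 sperm, far less than -2.89 points. Dilution by unmethylated DNA would lower CG by the same percentage, and the CG difference of ago59 was 0.0325% of the wt21 level. In ago5 it was -0.859%, against -8.29% in CHG. Admixed nuclei with the stem-cell profile would need a share of 78.4% to give the CHG difference of the longest elements, and would then lower their CG by more than 10 points (-10.3 points). The observed CG difference of these elements was -0.0810 points. Uneven coverage is argued against by the 6264 elements with a coverage ratio between 0.9 and 1.1, where ago59 differed by -3.22 points, and by the 5723 such elements of ago5, with -2.47 points. An unusual wt21 pool as the whole cause is argued against by ago9, since ago5 lay -1.65 ± 0.253 points and ago59 -2.16 ± 0.233 points from ago9. Variation between plants or libraries stays open, and it cannot be told apart from an effect of the mutations with 1 pool per group. The order of the means, wt21, ago9, ago5, ago59, was the same in both cell types, which is 1 of 24 possible orders. However, the step from wt21 to ago9 in stem-cell nuclei lay within the counting error of the unweighted mean. Medians gave another order in each cell type, with differences of -0.949, -1.29 and -2.58 points for ago5, ago9 and ago59 in stem-cell nuclei and -5.0, 0 and -3.95 points in sperm. Admixed nuclei of types not profiled here were not tested. An effect of the mutations stays open as untested.

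CG differences of genes recurred between cell types. Across 32010 genes, the correlation of a mutant's differences in stem-cell and sperm nuclei was 0.419 to 0.485 for the same genotype and 0.167 to 0.286 for different mutants, which share the wt21 pools. In 60 correlations of simulated unchanged pools the values lay between -0.0436 and 0.0384, which argues against counting noise. With deviations from the mean of the 4 pools, 4 of 4 stem-cell pools matched best the sperm pool with the same label. An exchange of labels would not produce the recurrence, and one made alike in both cell types would give the same match, so exchanged labels cannot be told apart from correct ones by this value. Sequence variants read as unmethylated cytosines would mainly lower a line. Among genes with 1 genotype at least 20 points apart from the others in both cell types, it was the lower one in 12 and the higher one in 28. Lower genes were thus 30%, which argues against this source for most of these genes. They are few and the furthest apart, so the value does not decide about sequence variants among the other genes. Transposable elements had correlations of 0.209 to 0.284 in CG for the same genotype, and only 0.0106 to 0.0608 in CHG. Inherited CG states of each line and effects of the mutations stay open as untested. The low CHG correlations do not show whether the sperm CHG differences recur element by element. No correlation expected from a recurring CHG difference was computed, and counting noise per element was large. In ago5 sperm, 3144 elements differed by at least 10 CHG points, against 2370 in simulated unchanged pools.

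Large CG differences in both cell types were rare, and in transposable elements more of them were higher than lower. At least 50 points from wt21 in both cell types were reached by 4 lower and 8 higher transposable elements in ago59, by 4 and 6 in ago5 and by 3 and 11 in ago9. Over the features that were lower, the mutant's share of calls was 0.999 times that of wt21 in the median. Features needed at least 10 calls in every pool to be counted, so a deleted feature was left out beforehand and this value does not decide about deletions. One element chosen after its values were seen is AT5TE26080 on chromosome 5 (7213958 to 7214069). Its CG values are given for stem-cell and then sperm nuclei. They were 76.9% and 98.7% in wt21, 21.8% and 47.0% in ago5, 9.46% and 25.6% in ago9 and 0% and 1.20% in ago59. AGO9 lies close by on this chromosome, at 7192239 to 7198381. A CG state inherited with the mutant allele and an effect of the mutations cannot be told apart here. Elements in which all mutants moved the same way as ago59 by at least 10 points were 3 lower and 3 higher.

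The genes named in the mutants' labels had more CHG methylation in the pools that carry their names. For AGO5 the lower of ago5 and ago59 exceeded the higher of wt21 and ago9 by 0.522 points in stem-cell and 0.322 points in sperm nuclei. Of 32046 genes, 38 (0.119%) separated these pools by as much in both cell types, and for AGO9 with the ago9 and ago59 pools 66 genes (0.206%) did. Any separation in both cell types was seen in 1.70% and 1.86% of genes, and random order without ties gives 2.78%. Chance among genes is thus argued against for CHG, with no allowance for the other contexts. CG of AGO5 went the other way in stem-cell nuclei, with 0.946% in ago5 and 0.936% in ago59 against 2.31% in wt21 and 2.61% in ago9. In sperm it went the same way as CHG, with 4.14% and 3.86% against 2.37% and 2.00% in the same order. A possible explanation is methylation that accompanies the mutant alleles, whose positions were not analysed here. The levels are near 1%, and some of the Wilson intervals overlap.

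Mitochondrial features were called highly methylated in sperm and not in stem-cell pools. In wt21 the CG level was 92.4% in sperm and 9.77% in stem-cell nuclei, and the CHG level was 49.1% and 6.04%. Incomplete conversion is argued against by a CHH level of 2.32% in the wt21 sperm pool. Of 349782 distinct 31-base words of the reference's mitochondrial sequence, 70.7% also occur in a nuclear chromosome, and 70.4% in chromosome 2. Methylated mitochondrial CG calls per CG call of genes were 1.29 times as many in sperm as in stem-cell pools, while total mitochondrial calls were 7.49 times as many in stem-cell pools. These values are consistent with reads from a nuclear copy of mitochondrial DNA, which organelle DNA dilutes in stem-cell nuclei. No biological explanation was tested.

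CHH levels of genes were higher in sperm than in stem-cell pools, by 0.471 points in wt21. The CHH level of chloroplast features was 1.06 points higher in sperm, so incomplete conversion in the sperm libraries may contribute. The chloroplast level does not follow that of genes, since in ago9 sperm it was 4.56% while the CHH level of genes differed from wt21 by -0.0617 points. Incomplete conversion and a change with the cell type therefore cannot be told apart for genes. Incomplete conversion cannot account for the lower CHH of transposable element genes in sperm, which goes the other way.

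The table lists 0 calls at the mCherry feature of 729 bp in all 8 pools and 3 contexts, although stem-cell nuclei were sorted for that protein. At the density of calls over genes, 1878 to 2424 calls would be expected in a stem-cell pool from a copy of this sequence, so depth is argued against as the reason. A reporter with another sequence, or reads assigned elsewhere, were not tested.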
